A study of Mus musculus with 6 samples. Its data were reported in "Beneficial effects of ginkgetin on improving nonalcoholic steatohepatitis characterized by bulk and single-cell RNA sequencing analysis" (2023).

How the data were processed

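Non-parenchymal liver cells, which are the liver's cells other than hepatocytes, were profiled by droplet single-cell RNA sequencing (10x Genomics Chromium) in mice labelled as having nonalcoholic steatohepatitis (NASH). There were 6 libraries, 3 labelled as from vehicle-treated mice (the control group) and 3 from mice treated with ginkgetin, a plant biflavone, at 10 mg/kg per day. The tables deposited by the authors hold raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, with no normalization, and the values were whole numbers from 0. The aligner, the genome build and the annotation behind these counts are not stated, so genes are named by the symbols in the tables and no coordinates are given. The deposited barcodes had at least 501 genes detected each, a lower limit that the methods do not describe. Total counts per library ranged from 13,128,697 to 61,796,882 UMIs. Intervals and limits given for counts of 0 (3 counts) cover counting error only.

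The stated filter is a range of 250 to 5000 UMIs per cell with under 5% mitochondrial UMIs. The deposited tables held 33,168 barcodes. Applied to UMIs per cell, as stated, that range kept 16,817 of them, and applied to genes detected per cell it kept 27,544. The rule for choosing between these readings was set before the data were examined: a reading within 5% of the study's own cell total, and otherwise the closer reading, was the main filter. Neither lay within 5%, and the genes reading was closer, so the main filter departs from the stated one. The UMI reading and no filter were alternatives.

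Cells were analysed in scanpy 1.11.5 (python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0). Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, 30 principal components and 15 nearest neighbours were used, with Leiden clustering at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, seed 1). All libraries were clustered together with no integration, as none is stated. Clusters were named from markers of 13 cell classes fixed before the data were examined, and 1 of those markers was absent from the tables used here. A marker counted as detected in a cluster when at least 25% of its cells had a UMI and its mean was at least 2 times that of the other cells (pseudocount 0.1). A cluster stayed unnamed with under 3 markers detected, with more markers of another class among its 10 leading genes, with as large a share of another class's markers detected, with 3 or more cell-cycle genes among those leading genes, or with a median UMI count under 1/3 of its libraries' and no marker among them. These thresholds were set after the data had been seen, and the unnamed clusters' shares are given for each group. Macrophage-like and endothelial-like cells were clustered again at resolution 0.5, the endothelial-like cells without the sub-cluster markers. No doublets were removed in the main setting. Scrublet, run per library with an expected rate of 6%, called between 0.0286% and 0.192% of the cells of a library, too few for its calls to be relied on. Whether doublets had been removed before deposit is not stated. Leaving out the 5% of cells with the highest scores was added as an alternative.

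Cells are not replicates, so counts were summed per library and class. A library entered a class with 10 or more cells and a class was tested with 2 or more libraries per group. Sums were compared with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, quasi-likelihood test, group as the only term). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold over 2. Shares of cells were compared per library with two-sided exact permutation tests, adjusted over 10 classes. With 3 libraries against 3, these tests cannot go below p 0.10. Gene lists fixed before the data were examined were tested with fry (limma 3.58.1), adjusted over the 7 tests planned, and 6 of these lists are used here. Those tested in macrophage-like cells were M1, M2 and NAM (NASH-associated macrophages). The other lists were tested in stellate-like cells (IL6_STAT3, HSC_activation and HSC_quiescence, where HSC stands for hepatic stellate cell). The study's trained polarization index was not used here, and the M1 and M2 lists took its place. For shares of cells with a UMI of 1 gene, each cell was thinned to 1000 UMIs and shallower cells were left out. Plots were drawn with matplotlib 3.10.9.

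The genes named in the text follow a rule fixed before the data were examined. Fixed genes were Trem2, Adgre1, Itgam, Tnf and Rela in macrophage-like cells, Acta2, Col1a1 and Stat3 in stellate-like cells, Fcgr2b, Efnb1, Wnt2 and Vwf in endothelial-like cells, and Fasn and Pparg in hepatocyte-like cells. To these were added, for macrophage-like, stellate-like and endothelial-like cells, the 3 called genes with the largest rise and the 3 with the largest fall that were not class markers, did not overlap between groups and had a mean of 50 CPM or more in the higher group. Up to 3 called members of each gene list were named.

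The test was checked on simulated counts drawn from the real means and library sizes, with 200 genes changed by a fold of 4. In the macrophage-like simulation it called 122 of the changed genes (61.0%) and 11 unchanged ones among 10,429 genes tested. For stellate-like cells it called 110 (55.0%) and 5 unchanged ones among 3700. For endothelial-like cells it called 153 (76.5%) and 12 unchanged ones among 9872. In those simulations fry gave a changed list p values of 6.64e-06, 3.84e-04 and 3.00e-04, and an unchanged list 0.203, 0.132 and 0.676.

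Replicate numbers are shared between the groups. Deviations from the group means correlated between libraries of the same number at 0.713, 0.779 and 0.914 in macrophage-like sums and at 0.800, 0.789 and 0.947 in endothelial-like sums. By the rule set in advance the numbers were therefore taken to pair the libraries, and fits with the replicate number as a block are given beside the main ones where they differ. The crossed pairs of replicates 1 and 2 correlated at 0.660 and 0.701 in macrophage-like sums, below the same-number pairs, and at 0.753 and 0.797 in endothelial-like sums. In T cell-like sums they correlated at 0.638 and 0.731, and the same-number pairs at 0.700 and 0.641. In B cell-like sums the crossed pairs gave 0.567 and 0.615, and the same-number pairs 0.637 and 0.590. Same-number pairs thus lay above both crossed pairs in macrophage-like sums only, so pairing of replicates 1 and 2 is not settled. The same numbers also share a batch, since replicate 3 of both groups has another barcode set than replicates 1 and 2. Libraries of replicates 1 and 2 shared between 23 and 85 barcodes per pair, both replicate 3 libraries shared 10, and pairs from different sets shared at most 1. Gene symbols also differed between these sets (417 seen only in replicates 1 and 2, 567 only in replicate 3 and 16,131 in both, each with at least 50 UMIs). Fits with the barcode set as a block, and values within each set, were added after seeing the data. No replicate pair of a group was a duplicate, as their counts differed beyond sampling noise (chi-square per degree of freedom from 41.3 to 537).

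Alternatives planned before the data were examined were the other cell filters, Scrublet's calls, other Leiden resolutions (0.5 and 2), each library clustered alone, cells assigned by their markers with no clustering, hepatocyte-like cells left out of the total, edgeR on cell numbers, DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma-voom, no filter on genes, no fold threshold, equal cell numbers per library, 200 hepatocyte genes left out, camera with a correlation of 0.01, the replicate block, unthinned shares, other sub-cluster settings and each library left out in turn. Those added after seeing the data were the barcode-set block, replicates 1 and 2 alone, genes of both barcode sets, the highest doublet scores removed, markers left out of clustering and unnamed clusters added to their nearest class.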

Results

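Transcripts of single liver non-parenchymal cells were counted in 6 libraries labelled as from mice with NASH, 3 of them vehicle-treated and 3 ginkgetin-treated. Vehicle replicates 1, 2 and 3 held 6475, 3577 and 5328 barcodes and 39,265,385, 19,315,694 and 61,796,882 UMIs. Ginkgetin replicates 1, 2 and 3 held 4058, 8119 and 5611 barcodes and 13,128,697, 26,150,458 and 38,573,300 UMIs. The main filter left 27,544 of the 33,168 barcodes, 13,490 from vehicle-treated and 14,054 from ginkgetin-treated mice, whereas the same range applied to UMIs per cell, as stated in the methods, left 16,817. The number of kept cells per library was 4497 ± 1376 (SD, n = 3) in the vehicle group and 4685 ± 1936 (SD, n = 3) in the ginkgetin group, a difference within the spread of the replicates (exact permutation p 0.8). The UMI reading moved these numbers most, to 2173 ± 1099 against 3433 ± 2356. The kept cells of the vehicle libraries had medians of 4365, 3911.5 and 8412 UMIs, and those of the ginkgetin libraries had lower medians of 2483, 2622.5 and 6262 UMIs. Replicate 3 of both groups came with another barcode set and other gene symbols than replicates 1 and 2, so values within each set are given beside the pooled ones. No transcript measured here reports on the treatment itself, so the group labels were taken as given. The data cannot show whether both groups had NASH, or whether they differed in ginkgetin treatment or in another respect, such as diet or disease state, and every comparison is between the groups as labelled.

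The first question was how the makeup of these cells differed between the groups. The cells fell into 50 clusters, 40 of which were named as 10 classes by their markers. Markers among the leading genes of their clusters included Kdr and Dnase1l3 for endothelial-like, Clec4f and C1qb for macrophage-like, Trac for T cell-like, Cd79a for B cell-like, Ncr1 for NK cell-like and Xcr1 for dendritic-like cells. They also included Dcn and Lrat for stellate-like, Epcam for cholangiocyte-like, Fabp1 for hepatocyte-like and Jchain for plasma cell-like cells. Immune genes of other kinds led a few named clusters, such as Camp, Ngp and S100a9 in 1 dendritic-like cluster of 268 cells and Retnla and Saa3 in 1 macrophage-like cluster of 16 cells. Macrophage-like clusters of 1446 and 707 cells had Chil3 and F13a1, and no marker of the class, among their leading genes. Chil3 was a marker fixed for monocyte-derived macrophages. Macrophage-like shares and gene tests therefore cover such cells together with Kupffer-like ones. No cluster took the name mast cell-like, neutrophil-like or erythroid-like, but a sub-cluster of 49 macrophage-like cells was led by the neutrophil genes S100a9, S100a8, Retnlg and Cxcr2. The 10 unnamed clusters held 3091 cells, 11.3% ± 4.23 of the vehicle libraries and 11.4% ± 2.74 of the ginkgetin libraries (SD, n = 3 each). Over all kept cells, 6966 (25.3%) were endothelial-like and 6373 (23.1%) were macrophage-like, together 48.4%. Of the endothelial-like cells 72.9% came from ginkgetin-treated mice, and of the macrophage-like cells 78.7% came from vehicle-treated mice.

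Per library, endothelial-like cells made up 13.5% ± 4.89 of the vehicle group and 34.4% ± 7.64 of the ginkgetin group (SD, n = 3 each; exact permutation p 0.10, adjusted 0.25). Macrophage-like cells made up 37.3% ± 2.74 and 10.5% ± 7.0, respectively (SD, n = 3 each; exact permutation p 0.10, adjusted 0.25). Neither class overlapped between the groups, and 0.10 is the smallest p that 3 libraries against 3 can give. Among replicates 1 and 2 the endothelial-like share was higher by 22.1 percentage points and in replicate 3 by 18.6, while the macrophage-like share fell by 29.3 and by 21.9. Under the UMI filter, which is the range as stated, the differences were -0.637 points for macrophage-like and 12.7 points for endothelial-like cells, and with each library clustered alone they were -17.3 and 6.35 points. The former moved the macrophage-like result most and the latter the endothelial-like result. The UMI filter's upper limit of 5000 lay below the median depth of vehicle macrophage-like cells, at 8365 UMIs. It lay above that of ginkgetin ones, at 3130 UMIs. Their shares under this filter were 15.1% ± 3.17 and 14.5% ± 16.0 (SD, n = 3 each). The filter thus removed macrophage-like cells of the vehicle group preferentially by depth, so it cannot show whether their share differed. Because 3 markers of the class (C1qb, Cd68 and Marco) themselves differed in macrophage-like cells, the cells were also clustered without any marker, which gave -26.9 points for macrophage-like and 21.6 points for endothelial-like cells. In edgeR's test on cell numbers the log2 fold was -1.83 for macrophage-like and 1.35 for endothelial-like cells (adjusted p 0.0676 for both). With the replicate block these were -2.02 (adjusted p 0.00834) and 1.40 (adjusted p 0.0216), and with the barcode set as a block both had an adjusted p of 0.0201.

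B cell-like cells rose from 6.49% ± 1.38 to 11.7% ± 3.57 and dendritic-like cells fell from 7.14% ± 0.729 to 4.27% ± 0.367 (SD, n = 3 each; exact permutation p 0.10 and adjusted 0.25 for both). The B cell-like difference was 5.90 points among replicates 1 and 2 and 3.94 in replicate 3, and the dendritic-like difference was -2.66 and -3.28 points. The dendritic-like difference turned to 1.18 points with each library clustered alone. T cell-like cells made up 13.3% ± 4.71 and 17.2% ± 5.0 (SD, n = 3 each; exact permutation p 0.5), with a difference of 7.34 points among replicates 1 and 2 but -3.04 points in replicate 3. Part of this contrast may rest on naming. A Cd8b1 and Gzmk cluster of replicates 1 and 2 stayed unnamed (482 and 285 vehicle, 306 and 62 ginkgetin cells). A replicate 3 cluster led by both genes was named T cell-like (467 vehicle, 195 ginkgetin cells). Another replicate 3 cluster nearest to T cell-like cells stayed unnamed (81 vehicle, 134 ginkgetin cells). With unnamed clusters added, the difference over all libraries was 2.96 points. Plasma cell-like, NK cell-like, cholangiocyte-like and stellate-like shares differed by at most 1.12 points, with exact permutation p values from 0.2 to 1. Hepatocyte-like cells made up 3.12% ± 2.35 and 1.65% ± 2.71 (SD, n = 3 each; exact permutation p 0.5). None was found among the 3493 cells of ginkgetin replicate 1, which allows a share of up to 0.0859%. In edgeR's test on hepatocyte-like cell numbers the log2 fold was -0.93 (adjusted p 0.819) without a block, -2.69 (adjusted p 0.0478) with the replicate block and -2.73 (adjusted p 0.130) with the barcode-set block.

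**Figure D1:**
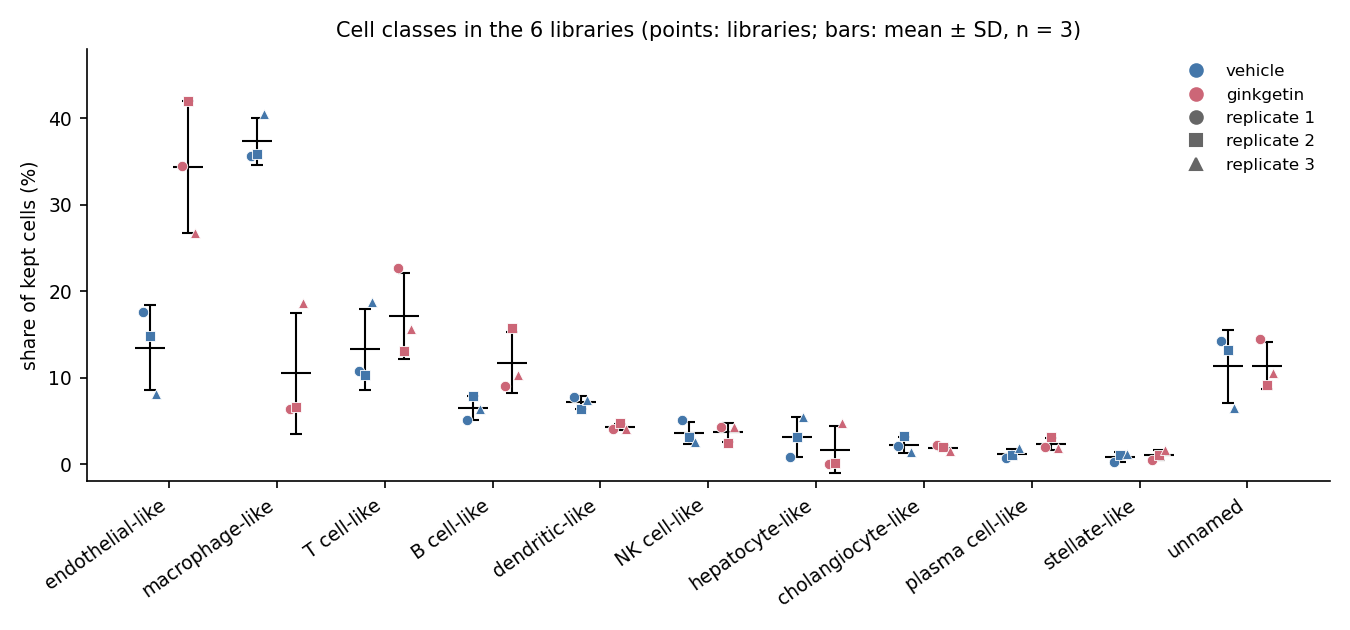
Share of kept cells (percent, vertical axis) in each cell class (horizontal axis), with 1 point per library and the mean ± SD of 3 libraries per group. Endothelial-like shares of the ginkgetin libraries (26.7% to 42.0%) lay above those of the vehicle libraries (8.07% to 17.6%), and macrophage-like shares (6.36% to 18.6%) lay below (35.7% to 40.5%).

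Genes were then compared between groups within each class, on counts summed per library. By edgeR's quasi-likelihood test, 397 of 10,653 genes were called in macrophage-like cells, 227 higher and 170 lower in ginkgetin-treated mice. In endothelial-like cells 76 of 10,070 genes were called (26 higher and 50 lower), in cholangiocyte-like cells 14 of 7947 (11 higher and 3 lower) and in stellate-like cells 1 of 4116. The macrophage-like calls lay close to the threshold, the lowest adjusted p being 0.0249. The barcode-set block raised this count most, to 1074. Removing the 5% of cells with the highest doublet scores lowered it to 0 genes (lowest adjusted p 0.05002, with 2218 genes at an unadjusted p under 0.05), and the UMI filter left 23. With 1 library left out, macrophage-like calls numbered 10 without vehicle replicate 3 and 0 without any other. Endothelial-like calls numbered 15 without vehicle replicate 3, 11 without ginkgetin replicate 3 and 0 without any other. Without the same libraries cholangiocyte-like calls numbered 10 and 13 and stellate-like calls 1 and 1, and both were 0 without any other. All fits with a library left out, here and below, had group as their only term. They therefore do not show what a fit with a block would call without that library. Blocks for the shared replicate number or barcode set raised the counts. With the replicate block there were 1017 macrophage-like (395 shared with the fit without a block), 455 endothelial-like (75 shared), 195 cholangiocyte-like (14 shared) and 8 stellate-like calls (1 shared). With the barcode-set block there were 1074, 491, 200 and 51. Replicates 1 and 2 alone gave 445, 353, 128 and 8, and replicate 3 alone, with 1 library per group, has no test.

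No gene was called by edgeR in the other 6 classes, although genes at an unadjusted p under 0.05 numbered 861 in B cell-like, 872 in T cell-like, 583 in NK cell-like, 1468 in dendritic-like, 673 in plasma cell-like and 604 in hepatocyte-like cells. In the same order the DESeq2 Wald test called 58, 80, 18, 147, 40 and 83 genes, and limma-voom called 1 in plasma cell-like cells and 0 in the others. With the replicate block edgeR called 104, 59, 91, 226, 66 and 176, and with the barcode-set block 77, 52, 66, 261, 94 and 133.

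**Figure D2:**
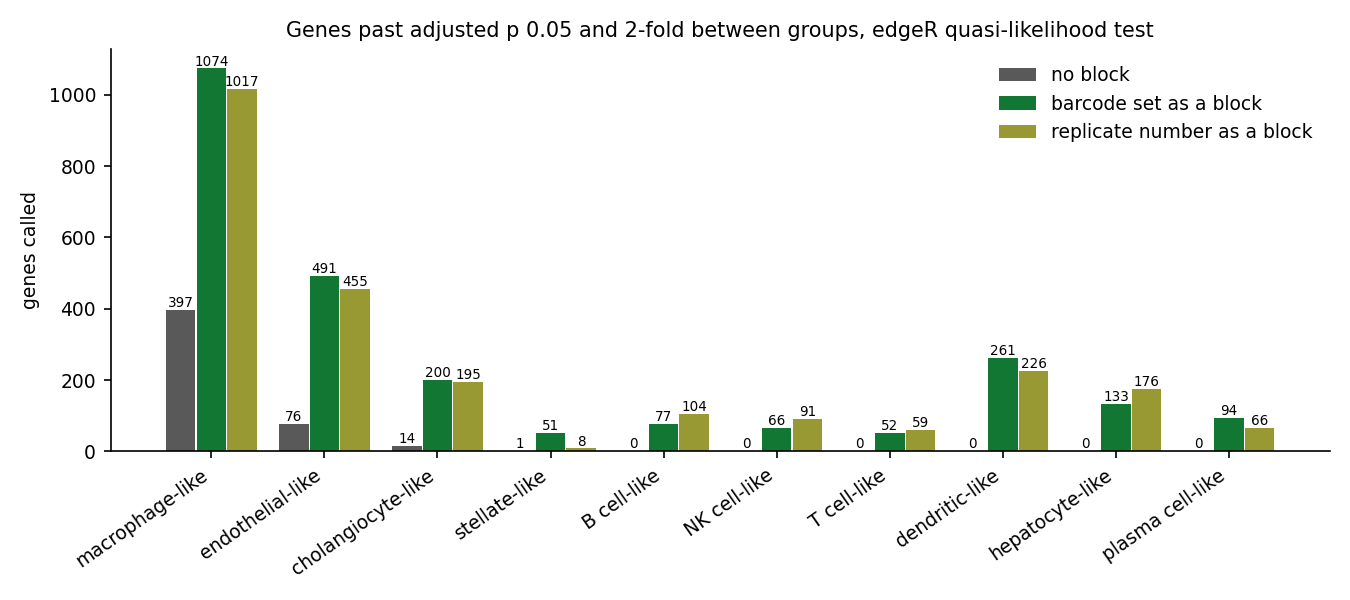
Number of genes called between the groups (vertical axis) in each cell class (horizontal axis) by edgeR with no block, with the barcode set as a block and with the replicate number as a block. Macrophage-like cells had the most calls in each of these fits (397, 1074 and 1017), and both blocks raised the count in every class.

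In macrophage-like cells the study's interest lay in Trem2, a marker of NASH-associated macrophages. Trem2 was at 976 ± 154 CPM in the vehicle group and 86.1 ± 22.0 CPM in the ginkgetin group (SD, n = 3 each), a log2 fold change of -3.50 (SE 0.30, edgeR adjusted p 0.0249). All 3 ginkgetin libraries lay below all 3 vehicle libraries, and the log2 ratio was -3.29 in replicates 1 and 2 and -3.98 in replicate 3. Over the alternatives the edgeR, DESeq2 or limma-voom adjusted p ranged from 8.21e-34 to 0.221. The call was lost under the UMI filter (log2 fold change -2.95, edgeR adjusted p 0.0598), with the highest doublet scores removed (-3.54, edgeR adjusted p 0.05002) and when any library but vehicle replicate 3 was left out (edgeR adjusted p from 0.0580 to 0.221). After thinning to 1000 UMIs, a Trem2 UMI was found in 38.1% ± 5.76 of vehicle and 7.14% ± 2.53 of ginkgetin macrophage-like cells (SD, n = 3 each; exact permutation p 0.10), and the difference among replicates 1 and 2 was -26.6 points. Thinning left out 2 vehicle and 57 ginkgetin cells, and without thinning the shares were 73.1% and 19.6%, at median depths of 8365 and 3130 UMIs. In T cell-like cells, which should lack Trem2, the thinned shares were 1.28% and 0%, and the unthinned ones 4.01% and 0.10%, at median depths of 3472.5 and 3365 UMIs. The thinned count of 0 over 2269 T cell-like cells of the ginkgetin group allows a share of up to 0.132%. Trem2 RNA in T cell-like cells was therefore higher in the vehicle libraries, at 11.5 CPM against 0.231 CPM, and was far below the macrophage-like level in both groups. Whether it came from free RNA or from doublets with macrophages was not tested.

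Macrophage-like cells were divided again to compare Kupffer-like cells, named by markers of Kupffer cells, the liver's resident macrophages. Kupffer-like cells numbered 773, 475 and 373 in vehicle replicates 1, 2 and 3, and 89, 199 and 507 in ginkgetin replicates 1, 2 and 3. As a share of macrophage-like cells they made up 32.7% ± 9.21 and 52.8% ± 19.1 (SD, n = 3 each; exact permutation p 0.10). This difference of 20.1 points rested on replicate 3. It was 52.5 points there and 3.93 points among replicates 1 and 2, and without ginkgetin replicate 3 it was 9.14 points (exact permutation p 0.2). Under the UMI filter it was 37.6 points. With the markers left out of clustering it was 21.6 points, a relevant setting because the Kupffer markers Marco and Timd4 were themselves called. In edgeR's test on cell numbers the log2 fold was 0.70 (adjusted p 0.452). The share of monocyte-derived-like cells is not compared, because cells led by Trem2 and Gpnmb took that name in replicate 3 (762 cells) and stayed unnamed in replicates 1 and 2 (779 cells). Unnamed sub-clusters held 20.5% ± 14.1 and 12.3% ± 5.38 of macrophage-like cells (SD, n = 3 each). The sub-clusters followed the group and the barcode set. A Kupffer-like one of 1249 cells held 771 and 462 from vehicle replicates 1 and 2. One of 382 cells held 371 from vehicle replicate 3. Mmp12 and Folr2 were among the leading genes of both. One of 273 cells held 84 and 181 from ginkgetin replicates 1 and 2. One of 496 cells held 495 from ginkgetin replicate 3. Marco, Timd4 and Cd163 were among the leading genes of these last sub-clusters. Whether Kupffer-like differences lie within 1 kind of cell was not tested. On Kupffer-like sums edgeR called 880 of 9571 genes (438 higher and 442 lower). It called 829 with the highest doublet scores removed and 31 under the UMI filter. With 1 library left out, the count ranged from 0 (without vehicle replicate 1, vehicle replicate 2 or ginkgetin replicate 2) to 1131 (without vehicle replicate 3). Trem2 in Kupffer-like cells was at 911 ± 150 and 31.6 ± 11.3 CPM (SD, n = 3 each), a log2 fold change of -4.86 (SE 0.35, edgeR adjusted p 0.00764). That call was kept under all 16 other settings and in 3 of the 6 fits with a library left out. The settings with no fold threshold and with unnamed clusters added repeat the main fit for these cells, so they could not lose it. The call was lost without vehicle replicate 1 (edgeR adjusted p 0.0748), vehicle replicate 2 (0.0770) or ginkgetin replicate 2 (0.0575). The thinned share of Kupffer-like cells with a Trem2 UMI was 41.0% ± 0.846 and 2.40% ± 1.85 (SD, n = 3 each; exact permutation p 0.10), and 83.3% and 7.99% without thinning.

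**Figure D3:**
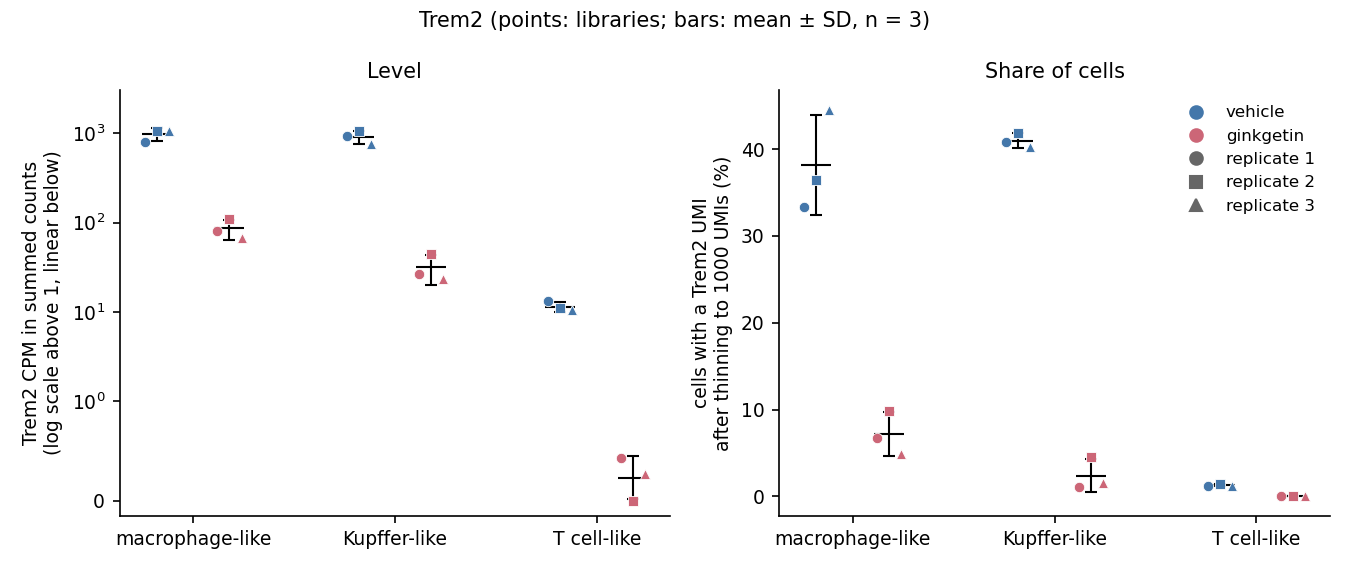
Trem2 in macrophage-like, Kupffer-like and T cell-like cells (horizontal axis) as CPM of summed counts (left, log scale above 1) and as the percentage of cells with a Trem2 UMI after thinning (right), with 1 point per library and the mean ± SD of 3 libraries per group. Vehicle macrophage-like cells held 798 to 1068 CPM and ginkgetin ones 67.1 to 110 CPM.

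Of the other fixed macrophage genes, Adgre1 (log2 fold change -0.43), Itgam (0.28), Tnf (-0.98) and Rela (0.35) were not called (edgeR adjusted p from 0.243 to 0.360). Adgre1 and Itgam changed sign under the UMI filter (0.43 and -0.37), and Tnf among replicates 1 and 2 alone (0.23). The largest rises were in Cd163, from 6.43 ± 4.14 to 168 ± 49.0 CPM (log2 fold change 4.74, SE 0.63, edgeR adjusted p 0.0334), in Ehd3 (4.24) and in C4b (2.48). Ehd3 was also among the leading genes of the largest endothelial-like cluster, and endothelial-like cells were more common in the ginkgetin libraries. The background of Ehd3 was not measured, so free RNA and doublets stay open for its rise. The largest falls were in Atp6v0d2 (-5.70), Gdf3 (-5.48) and Gpnmb (-4.94), the last from 386 ± 108 to 12.2 ± 8.73 CPM (SD, n = 3 each; SE 0.65, edgeR adjusted p 0.0334). Atp6v0d2 and Gdf3 had no UMI in ginkgetin replicates 1 and 2, which allows up to 3.15 and 1.80 CPM there. Without ginkgetin replicate 3, the only ginkgetin library with a UMI of these genes, their fitted values were -12.16 and -12.59, so their size and rank depend on that library. These genes did not overlap between the groups, as chance gives for 10% of genes in 3 against 3. Each kept its sign in every alternative. None of the 6 was called with no filter on genes (edgeR adjusted p from 0.0517 to 0.0622) or with the highest doublet scores removed (0.05002 to 0.0595), and Atp6v0d2 was not called under the UMI filter either (0.0598). With a library left out, Cd163 was called in 1 of 6 fits and the other 5 genes in 0, with edgeR adjusted p up to 0.222.

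Lists of genes were used to ask whether macrophage polarization differed. The NAM list was lower in ginkgetin-treated mice (fry adjusted p 7.29e-04), with 13 of 13 genes lower, a median log2 fold change of -1.96 and 6 genes called over all genes tested, or 11 when adjusted over the list alone. Its called members with the lowest p were Trem2, Cd9 (-2.42) and Fabp5 (-3.06). The M2 list tended upward without passing the threshold (fry adjusted p 0.0953, median log2 fold change 0.35, 9 of 15 genes higher), with Irf4 (2.62) and Cd163 (4.74) called, and with 5 higher and 3 lower genes when adjusted over the list alone. The M1 list did not differ (fry adjusted p 0.674, median log2 fold change 0.07, 7 of 14 genes higher), with 0 genes called over all genes and 1 higher when adjusted over the list alone. Its direction turned without ginkgetin replicate 1 (median -0.18, fry adjusted p 0.397), and without vehicle replicate 2 its median was below 0 (-0.05) while its mean (0.16) and the fry test pointed upward. With the replicate block 11 NAM genes were called lower over all genes tested, 4 M2 genes higher and 2 lower, and 1 M1 gene higher, and with the barcode-set block 11, 3 and 3, and 1. Among replicates 1 and 2 alone the fry adjusted p was 0.0195 for NAM, 0.119 for M2 and 0.348 for M1.

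In stellate-like cells the study asked about activation and about IL6/STAT3 signalling. These cells were few, at 12, 35 and 49 in the vehicle and 15, 69 and 59 in the ginkgetin libraries. Of them, 56 formed a cluster led by Gsn, Dpt and Clec3b, with Col3a1 and Col1a2 also among its leading genes. It held 6, 10 and 11 cells of vehicle replicates 1, 2 and 3 and 3, 4 and 22 of the ginkgetin replicates. Its share was thus lower in ginkgetin replicates 1 and 2 but higher in ginkgetin replicate 3. Whether this uneven makeup contributed to the differences in Col1a1, Timp1 or HSC_activation was not tested. Acta2 was at 244 ± 251 and 131 ± 133 CPM (SD, n = 3 each), a difference within the spread (log2 fold change -0.57, SE 0.88, edgeR adjusted p 0.923), and it turned to 0.30 by limma-voom and to 0.69 with equal cell numbers. Without vehicle replicate 1, which alone held 529 CPM, the log2 fold change was 0.50. Ginkgetin replicate 1 had 0 Acta2 UMIs of 70,267, which allows up to 42.7 CPM. The thinned share of stellate-like cells with an Acta2 UMI was 9.83% ± 6.30 and 3.14% ± 2.75 (SD, n = 3 each; exact permutation p 0.3). Without thinning it was 22.3% and 4.84%, at median depths of 8721.5 and 5355 UMIs. The thinned background in T cell-like cells was 0.0432% and 0.0953%. Col1a1 was lower without being called (log2 fold change -1.46, edgeR adjusted p 0.501), and was called with the replicate block (-1.59, edgeR adjusted p 0.0380), with the barcode-set block (-1.59, 0.0127), among replicates 1 and 2 alone (-1.78, 0.0395) and with no filter on genes (-1.52, 0.0414). Stat3 did not differ (log2 fold change -0.06, edgeR adjusted p 0.998), and turned to 0.38 with equal cell numbers and to 0.05 without ginkgetin replicate 2. The single gene called was Timp1, which dropped from 473 ± 83.1 to 8.56 ± 11.8 CPM (SD, n = 3 each; log2 fold change -5.15, SE 0.58, edgeR adjusted p 0.0329). It was lost by limma-voom (adjusted p 0.134), and by edgeR with equal cell numbers (0.109) or unnamed clusters added (log2 fold change -3.09, adjusted p 0.720). It was also lost by edgeR without vehicle replicate 1 (adjusted p 0.509), vehicle replicate 2 (0.369), ginkgetin replicate 1 (0.531) or ginkgetin replicate 2 (0.497).

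Of the stellate lists, HSC_quiescence was higher in ginkgetin-treated mice (fry adjusted p 0.0458, median log2 fold change 0.84, 6 of 8 genes higher), with 0 genes called over all genes tested and 3 when adjusted over the list alone. It did not pass the threshold with the replicate block (fry adjusted p 0.0633), with the barcode-set block (0.0678), among replicates 1 and 2 alone (0.279) or in 5 of the 6 fits with a library left out (up to 0.173). HSC_activation tended lower (fry adjusted p 0.0806, median log2 fold change -0.87, 15 of 16 genes lower), with 1 gene called over all genes tested and 2 when adjusted over the list alone. IL6_STAT3 did not pass the threshold (fry adjusted p 0.123, median log2 fold change -0.01, mean -0.43, 10 of 17 genes lower), with 1 gene called over all genes tested and 1 when adjusted over the list alone. Without ginkgetin replicate 1 the median of IL6_STAT3 was above 0 (0.01) while its mean (-0.34) and the fry test pointed downward. HSC_activation passed the threshold without ginkgetin replicate 3 (fry adjusted p 0.0347). Over all genes tested, 2 HSC_quiescence genes were called higher with either block, while 2 HSC_activation genes and 1 IL6_STAT3 gene were called lower with the replicate block, and 3 and 2 with the barcode-set block. Timp1 is in both IL6_STAT3 and HSC_activation. With camera at a preset correlation, IL6_STAT3 (adjusted p 0.0317) and HSC_activation (2.01e-08) also passed. Of the lists camera called, only NAM and HSC_quiescence held under fry.

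**Figure D4:**
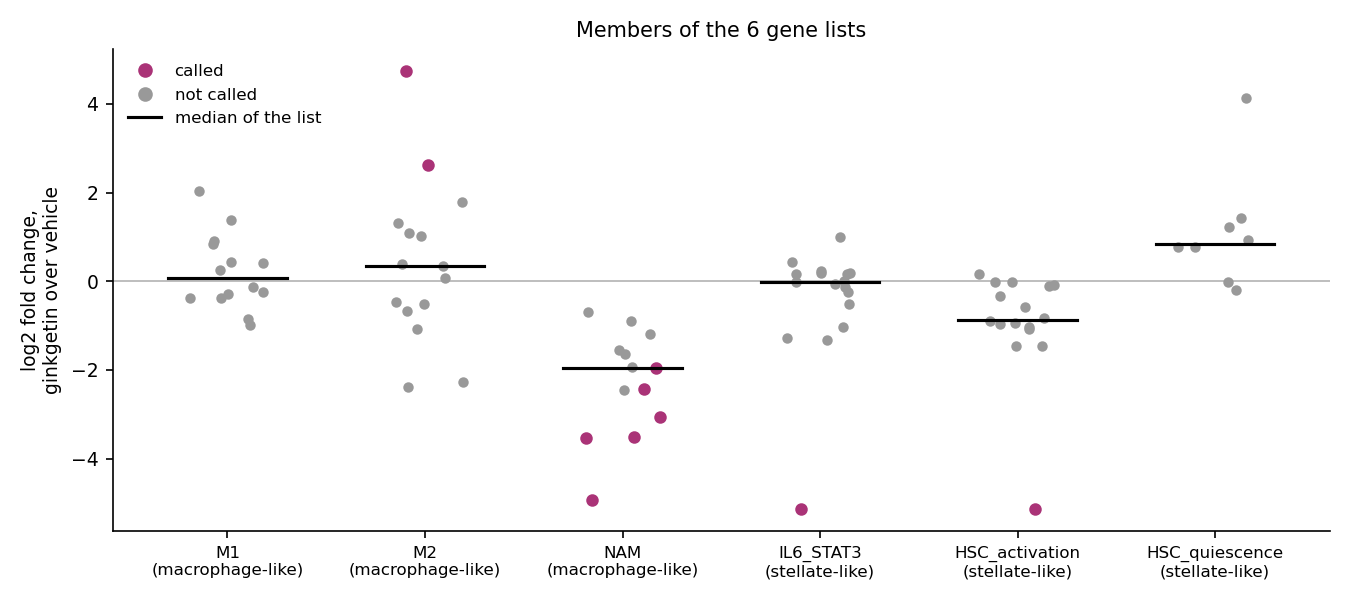
Log2 fold change, ginkgetin over vehicle (vertical axis), of each tested member of the 6 gene lists (horizontal axis), with the median of each list as a line and called genes coloured. All 13 NAM genes lay below 0.

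The study used Fcgr2b, Efnb1 and Wnt2 to tell sinusoidal, periportal and pericentral endothelial cells apart. In endothelial-like cells Fcgr2b rose from 1851 ± 328 to 2567 ± 241 CPM (SD, n = 3 each; log2 fold change 0.47, SE 0.26, edgeR adjusted p 0.487), and Wnt2 from 132 ± 55.6 to 231 ± 34.0 CPM (SD, n = 3 each; log2 fold change 0.82, SE 0.34, edgeR adjusted p 0.352). Both were higher in 3 of 3 ginkgetin libraries than in every vehicle library, but neither was called. For Fcgr2b the edgeR adjusted p was under 0.05 with the replicate block (log2 fold change 0.48, adjusted p 0.0424) and the barcode-set block (0.48, 0.0225), where only the fold threshold kept it from a call, and it was up to 0.75 in the other fits. For Wnt2 the lowest was 0.0542, with the barcode-set block. Efnb1 did not differ (log2 fold change -0.03, SE 0.37, edgeR adjusted p 0.996) and its sign turned in 10 of 16 alternatives, replicates 1 and 2 alone among them (0.20), and without vehicle replicate 3 (0.41) or ginkgetin replicate 1 (0.16). Vwf was lower without being called (log2 fold change -2.67, SE 0.61, edgeR adjusted p 0.122), and was called with the replicate block (-2.75, edgeR adjusted p 0.0182), with the barcode-set block (-2.68, 0.00999) and by the DESeq2 Wald test (-2.68, adjusted p 5.47e-04). Of the unnamed clusters nearest to endothelial-like cells, which lie outside the class, 2 (1003 cells) had Vwf among their leading genes, and with the unnamed clusters added the log2 fold change was -1.18 (edgeR adjusted p 0.263). Over all alternatives and fits with a library left out, the adjusted p of Vwf ranged from 5.47e-04 to 0.4325. The largest rises among called genes were in Tiam1 (log2 fold change 2.80), P2ry1 (2.18) and Mcc (2.06). The largest falls were in Kcnj8, from 118 ± 41.8 to 6.04 ± 1.73 CPM (SD, n = 3 each; log2 fold change -4.30, SE 0.40, edgeR adjusted p 0.0137), Igfbp5 (-4.29) and Kcne3 (-3.91). All kept their sign in every alternative, and Tiam1, Kcnj8 and Kcne3 were called in each, although no fold threshold repeats the main fit and could not lose a call. Igfbp5 was not called with unnamed clusters added (-2.27, edgeR adjusted p 0.0803), P2ry1 and Mcc were not under the UMI filter (0.0581 and 0.0735), and Mcc was not with equal cell numbers (0.0732). With a library left out, P2ry1 was called in 2 of 6 fits, Tiam1, Kcnj8 and Kcne3 in 1, and Mcc and Igfbp5 in 0.

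Endothelial-like cells fell into 7 sub-clusters, none of which could be named as sinusoidal, periportal or pericentral. In 5 of them over 90% of the cells came from 1 group, up to 99.9%, and each of these 5 also came almost wholly from 1 barcode set (99.9% to 100% of cells). Their shares are therefore not comparable between the groups, and no exact permutation p for them was under 0.2. In other settings between 0 and 4 sub-clusters could be named, the most with each library clustered alone.

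**Figure D5:**
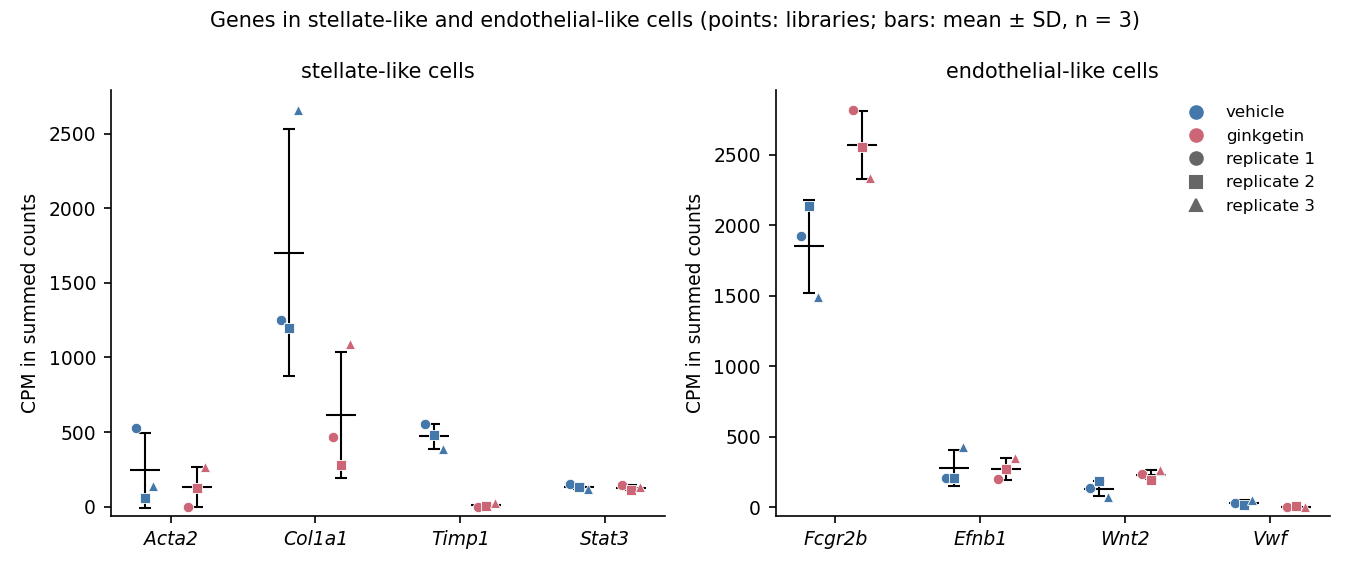
Level in CPM of summed counts (vertical axis) of 4 genes each in stellate-like (left) and endothelial-like cells (right), with 1 point per library and the mean ± SD of 3 libraries per group. Timp1 of the vehicle libraries (387 to 552 CPM) lay above that of the ginkgetin libraries (0 to 22.0 CPM).

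In hepatocyte-like cells, tested on 3 vehicle and 2 ginkgetin libraries, Fasn did not differ (log2 fold change 0.02, SE 0.83, edgeR adjusted p 0.993), and its sign turned in 6 of 14 alternatives, among them the replicate block (-0.49) and the barcode-set block (-0.37). Pparg had too few counts to be tested. It had 0 UMIs in ginkgetin replicate 2, which allows up to 72.9 CPM there, and it was not called with no filter on genes (log2 fold change -1.33, edgeR adjusted p 0.573).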

Values the study reported

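The study reported 26,160 cells after its filter, 11,754 of them from vehicle-treated and 14,406 from ginkgetin-treated mice. It placed 57.2% of these cells in its endothelial cell and macrophage clusters. Of its endothelial cells, 75.3% came from ginkgetin-treated mice, and of its macrophages, 76.0% came from vehicle-treated mice. It retained 4,419 macrophages.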

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

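The alternatives added only after the data had been seen were the barcode-set block, replicates 1 and 2 alone, replicate 3 alone, genes of both barcode sets, the highest doublet scores removed, markers left out of clustering and unnamed clusters added to their nearest class. Unless stated otherwise, the cause of a change was not tested.

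Class-share differences moved by less than the spread between replicates, or stayed on the same side of the threshold, in 146 of 159 planned and 64 of 70 added values. The UMI filter gave differences of -0.637 points for macrophage-like, 12.7 for endothelial-like, -14.9 for T cell-like and -0.596 for dendritic-like cells, and 37.6 points for the Kupffer-like share. Its upper limit of 5000 UMIs lay between the median depths of vehicle (8365) and ginkgetin (3130) macrophage-like cells. The macrophage-like value under it therefore also reads depth. With each library clustered alone the differences were -17.3 points for macrophage-like, 6.35 for endothelial-like, 1.18 for dendritic-like and -1.42 for NK cell-like cells. The dendritic-like difference was -1.61 points at resolution 0.5 and -1.37 with the highest doublet scores removed. The plasma cell-like difference was 2.25 points with cells assigned by their markers. In replicate 3 alone the differences were -3.04 points for T cell-like, 1.72 for NK cell-like and -0.0254 for plasma cell-like cells and 52.5 for the Kupffer-like share, which was 3.93 among replicates 1 and 2. By edgeR on cell numbers with the replicate block, the log2 fold passed the threshold for endothelial-like (1.40), macrophage-like (-2.02) and hepatocyte-like cells (-2.69). With the barcode-set block it did for endothelial-like (1.40) and macrophage-like cells (-2.02).

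Without each library in turn, the difference ranged from 17.1 to 24.8 points for endothelial-like, -30.8 to -24.7 for macrophage-like, 3.22 to 6.58 for B cell-like, -3.28 to -2.57 for dendritic-like and 1.09 to 6.59 for T cell-like cells. It ranged from -3.04 to -0.306 points for hepatocyte-like, 0.708 to 1.45 for plasma cell-like, -0.101 to 0.497 for stellate-like, -0.749 to 0.153 for cholangiocyte-like and -0.470 to 0.772 for NK cell-like cells. It ranged from 9.14 to 26.5 for the Kupffer-like share, lowest without ginkgetin replicate 3, and from -928.7 to 948.2 for cells per library.

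Counts of called genes moved most. With the replicate block they were 1017 in macrophage-like, 455 in endothelial-like, 195 in cholangiocyte-like, 8 in stellate-like, 104 in B cell-like, 59 in T cell-like, 91 in NK cell-like, 226 in dendritic-like, 66 in plasma cell-like and 176 in hepatocyte-like cells. In the same order the barcode-set block gave 1074, 491, 200, 51, 77, 52, 66, 261, 94 and 133, and the DESeq2 Wald test gave 865, 323, 89, 20, 58, 80, 18, 147, 40 and 83. Replicates 1 and 2 alone gave 353 endothelial-like, 128 cholangiocyte-like, 8 stellate-like, 1 B cell-like, 11 dendritic-like and 148 hepatocyte-like calls. With no filter on genes there were 18 macrophage-like, 34 endothelial-like, 59 stellate-like, 12 NK cell-like, 195 hepatocyte-like and 2 plasma cell-like calls. With genes of both barcode sets there were 677 macrophage-like, 139 endothelial-like, 69 cholangiocyte-like, 3 dendritic-like, 2 plasma cell-like and 9 hepatocyte-like calls. Equal cell numbers left 99 macrophage-like, 31 endothelial-like, 2 plasma cell-like and 0 stellate-like calls, from fewer cells. The UMI filter left 23 macrophage-like and 0 stellate-like calls (51 stellate-like genes at an unadjusted p under 0.05), from fewer cells and fewer genes tested. Removing the highest doublet scores left 0 macrophage-like calls by edgeR, with 2218 genes at an unadjusted p under 0.05. Leaving out hepatocyte genes gave 2 dendritic-like calls, limma-voom gave 1 plasma cell-like and 0 stellate-like calls, and adding unnamed clusters left 0 stellate-like calls. Counts were within 1.5 times the reported ones in 100 of 156 planned and 35 of 59 added values. Some of these could not move, such as unnamed clusters added in B cell-like cells, to which no unnamed cluster was nearest.

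Calls without 1 library ranged from 0 to 10 in macrophage-like, 0 to 15 in endothelial-like, 0 to 13 in cholangiocyte-like and 0 to 1 in stellate-like and plasma cell-like cells, and were 0 in the other classes.

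Trem2 in macrophage-like cells kept its direction in every alternative and was no longer called under the UMI filter (-2.95) or with the highest doublet scores removed (-3.54). With 1 library left out its log2 fold change ranged from -3.73 to -3.34, and in Kupffer-like cells from -5.21 to -4.67. The difference in the share of cells with a Trem2 UMI was -53.5 points in macrophage-like and -75.3 in Kupffer-like cells without thinning, and -17.5 points for Acta2 in stellate-like cells, since unthinned shares also read depth. With 1 library left out these thinned differences ranged from -33.4 to -27.8, from -39.7 to -38.0 and from -9.47 to -3.27 points.

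Signs turned for genes that were not called. Efnb1 was at 0.034 under the UMI filter, 0.028 with the barcode-set block, 0.011 with the replicate block, 0.13 with doublets removed, 0.12 with the highest doublet scores removed, 0.11 with equal cell numbers, 0.12 with markers left out of clustering, 0.0099 with no filter on genes, 0.11 with unnamed clusters added and 0.20 among replicates 1 and 2. Fasn was at -0.30 under the UMI filter, -0.37 with the barcode-set block, -0.49 with the replicate block, -0.055 with genes of both barcode sets, -0.29 with the highest doublet scores removed and -0.50 with no filter on genes. Acta2 was at 0.69 with equal cell numbers and 0.30 by limma-voom, and Stat3 at 0.38 with equal cell numbers. Adgre1 (0.43) and Itgam (-0.37) turned under the UMI filter, and Tnf (0.23) among replicates 1 and 2. With 1 library left out the log2 fold change ranged from -1.38 to 0.50 for Acta2, -0.25 to 0.41 for Efnb1, -0.52 to 0.97 for Fasn, -0.17 to 0.052 for Stat3, 0.34 to 0.59 for Fcgr2b and 0.52 to 1.13 for Wnt2. Each other named gene kept its sign in all its alternatives.

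Among the gene lists, HSC_quiescence did not pass the threshold with the replicate block (adjusted p 0.0633), with the barcode-set block (0.0678) or among replicates 1 and 2 alone (0.279). Camera, with its preset correlation, passed HSC_activation (2.01e-08) and IL6_STAT3 (0.0317). With 1 library left out the fry adjusted p ranged from 7.49e-04 to 0.0108 for NAM, 0.0713 to 0.275 for M2, 0.365 to 0.918 for M1, 0.0319 to 0.173 for HSC_quiescence, 0.0347 to 0.203 for HSC_activation and 0.122 to 0.279 for IL6_STAT3. M1 turned downward without ginkgetin replicate 1 (0.397). NAM passed in all of its alternatives.

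Named endothelial sub-clusters numbered 4 with each library clustered alone, 3 at sub-cluster resolution 1, 2 under the UMI filter, and 1 with cells assigned by markers, with the highest doublet scores removed and with sub-cluster markers kept. Those with over 90% of their cells from 1 group numbered 8 with each library clustered alone and 9 at sub-cluster resolution 1. With the cells of each library in turn left out of the main sub-clusters, between 4 and 6 had over 90% of their cells from 1 group. Sub-clusters were not formed or named again for this, so it cannot show whether any would gain a name.

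Among the fixed genes and those with the largest changes, the replicate block changed the call of Col1a1 (-1.59, adjusted p 0.0380) and Vwf (-2.75, adjusted p 0.0182). Under the UMI filter Trem2 in macrophage-like cells had a value, but Acta2, Stat3 and Timp1 in stellate-like cells had too few counts for one. The UMI filter also left no test for cholangiocyte-like and plasma cell-like cells, and removing the highest doublet scores left none for stellate-like cells. Leaving out hepatocyte genes was not run in hepatocyte-like cells. Hepatocyte-like values with 1 library left out number 5, since ginkgetin replicate 1 held 0 such cells. The tested sums with the fewest UMIs were those of ginkgetin replicate 2 in hepatocyte-like cells (12 cells, 41,179 UMIs), where a count of 0 allows up to 72.9 CPM, and of ginkgetin replicate 1 in stellate-like cells (15 cells, 70,267 UMIs), where it allows up to 42.7 CPM.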

Other observations

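The tests of free Trem2 RNA, of UMIs per cell, of vascular cells over all 3 clusters and of exchanged labels were written down before their results were seen, and every other test in this part was chosen only afterwards.

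Endothelial-like cells made up more, and macrophage-like cells less, of the ginkgetin libraries. The barcode set is argued against as the whole cause by an endothelial-like difference of 18.6 points in the set with the smaller one. A larger number of macrophage-like cells alone would leave the shares among the remaining cells equal, and the endothelial-like difference there was 16.9 points. Differences in how cells were dissociated and recovered stay open and were not tested, as does an effect of ginkgetin.

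Trem2 was lower in macrophage-like cells of the ginkgetin group. Free RNA is argued against, since vehicle T cell-like cells held 1.18% of the Trem2 level of vehicle macrophage-like cells. More UMIs per cell in the vehicle group are argued against by the difference of -31.0 points at equal depth. The barcode set is argued against by a log2 ratio of -3.29 in the set with the smaller ratio. A change in which macrophages were present and a change within them both stay open. A pair of macrophage sub-clusters led by Trem2 and Gpnmb, singled out after their values were seen, divided by barcode set. That of 779 cells held 473 and 289 cells of vehicle replicates 1 and 2 and 14 and 3 of the same ginkgetin replicates, and that of 762 cells held 724 cells of vehicle replicate 3 and 38 of ginkgetin replicate 3.

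Of the 50 genes called lower in endothelial-like cells, 7 were among the 200 genes that lead the 3 unnamed clusters nearest to endothelial-like cells, against 0.993 expected (Fisher's exact p 5.32e-05, one-sided). 1 of those clusters was led by cell-cycle genes. Over the other 2 clusters, whose leading genes include Vwf, 8 were (Edn1, Grrp1, Igfbp5, Lrg1, Serpinb6b, Synpo, Tsc22d1 and Vegfc; Fisher's exact p 5.53e-06, one-sided). Of the 26 genes called higher, 2 were in either list. The lower and the higher genes were not tested against each other, so the overlap is not shown to be special to the lower ones. The 3 unnamed clusters made up 2.38% ± 0.762 of the vehicle and 4.76% ± 2.47 of the ginkgetin libraries (SD, n = 3 each; exact permutation p 0.2). More vascular cells inside the class in the vehicle group may account for part of the lower genes, 16% of which were in the second list. Such cells were not counted. Genes are not independent replicates, and an effect of ginkgetin stays open.

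The group labels were tested for an exchange between the groups. In macrophage-like sums 4 of the 4 libraries of replicates 1 and 2 lay nearest to their own group. This argues against an exchange of single libraries among these 4. The replicate 3 libraries were not tested, since their barcode set holds 1 library per group. The test cannot tell whether both groups carry the right treatment label, because no measured transcript reports on ginkgetin. A difference between the groups in diet or disease state, in place of ginkgetin, stays open and was not tested.

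Replicate 3 of both groups used other gene symbols than replicates 1 and 2. Of the symbols seen in 1 set only, 247 pairs were an older and a newer symbol of the same gene, against at most 3 in 100 random draws, as another gene annotation would give. No biological explanation was tested.

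Other splits of the 6 libraries were compared with the real one. For macrophage-like, endothelial-like, stellate-like and cholangiocyte-like cells the real split alone, 1 of the 10 splits, gave as many called genes, and the others gave 0. In B cell-like, T cell-like, NK cell-like, dendritic-like and plasma cell-like cells the real split called 0, so all 10 splits reach that count by construction and the comparison decides nothing there. The list test gave as small a p in 1 of the 10 splits for M2, NAM, IL6_STAT3 and HSC_quiescence, in 2 for HSC_activation and in 7 for M1. Of the 4 splits that part every pair of the same number, 1 gave as many genes in the first 4 classes. With 10 splits the share is never under 0.1, so these splits by themselves cannot exclude chance for these 4 classes or for the lists.

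Columns of each library were ordered in 15 to 17 runs, and within a run 99.1% to 99.5% of the named cells were of the class most common in it, against 29.9% to 46.2% with the runs shuffled. Gm42418 took 0.0117%, 0.0796% and 2.85% of the UMIs of vehicle replicates 1, 2 and 3 and 0.322%, 0.138% and 6.37% of those of the ginkgetin replicates. Hepatocyte markers took 0.0460% ± 0.0316 of the UMIs of T cell-like cells in the vehicle and 0.0145% ± 0.0184 in the ginkgetin group (SD, n = 3 each; exact permutation p 0.2). No biological explanation was tested for these.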
